A study of Homo sapiens with 23 samples. Its data were reported in "Short-chain fatty acids propionate and butyrate control growth and differentiation linked to cellular metabolism" (2024).

How the data were processed

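Chromatin immunoprecipitation followed by sequencing (ChIP-seq) maps where a histone mark sits on the genome, by pulling down chromatin fragments with an antibody against the mark and sequencing their DNA. The measurements came from SW480 cells, an established line of human colorectal cancer epithelium. Antibodies were directed against propionylated (pr), butyrylated (bu) or acetylated (ac) H3K18 and H4K12. Cells were treated with 10 mM sodium propionate (NaPr), with 1 mM sodium butyrate (NaBu) or left untreated. There were 20 immunoprecipitated libraries in 10 groups of 2 replicates, and 3 input libraries of sheared chromatin without immunoprecipitation, 1 from each condition. Groups were taken from the sample labels.

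The authors processed the reads with an ENCODE-type ChIP-seq pipeline, aligned them to GRCh38.p13 with Bowtie2 and called peaks with MACS2 against input. The deposited list of each library was called on its own, so replicates were not pooled. The lists were called at a p-value threshold of 0.01, and peaks in blacklisted regions had been removed. Each deposited peak carries a fold enrichment, the ratio of the fragment pileup to the local background at the summit. The authors' peaks also carry −log10 p-values and −log10 q-values from MACS2. These fold and p values belong to each peak as the authors' caller gave them, depend on the depth of the library and its input, and were used only to describe, rank or filter peaks within a list. Which control was used for the 3 input lists is unknown. The study compared marks with DiffBind on aligned reads. Reads were not analysed here, so read-level fold changes are not given.

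Chromosomes 1 to 22, X and Y were used. Of 2187390 peaks, 2187390 lay inside the chromosome lengths of the hg38 reference, and genes were taken from GENCODE 44 on the same build. Peaks of the same list never overlapped, so each is called a region. Regions of 4 libraries (2 groups of 2) were merged into a union wherever they shared at least 1 bp. A union region was called one-sided when it held a region of both replicates of one group and of neither replicate of the other. The value of a comparison is the percentage of one-sided regions that belonged to the first-named group, with a 95% Wilson confidence interval that covers counting error only. An exact test over the 3 ways of splitting 4 libraries into pairs compared the number of one-sided regions with the number that the crossed splits gave, with a smallest possible p of 0.333.

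For each library 1 value was computed for each of 7 properties. Promoter share is the percentage of summits within 1 kb of the 5′ end of a protein-coding or lncRNA gene. Intergenic share is the percentage of summits neither at such a promoter nor inside such a gene. The others were the median region width, the GC share of a 200 bp window centred on the summit, and the enrichment of 3 motifs. Motif enrichment is the log2 ratio of the percentage of summit windows with a match over that in windows 5 kb to either side. Motifs were searched on both strands as AP-1 (TGASTCA), SMAD (CTGTCTGG) and Krüppel-like factor, KLF (DGGGYGKGGC), in the standard letter code for mixed bases. Acyl and acetyl libraries were compared with a two-sided exact permutation test of the mean difference over 4 strata (histone site and treatment). It permuted libraries within strata (1296 arrangements, smallest possible p 0.00154) and was adjusted by Benjamini-Hochberg over the 7 properties. Treated and untreated acetyl libraries were compared in the same way over both histone sites (36 arrangements, smallest possible p 0.0556). Separation of groups was measured as the mean Jaccard index (shared bp over union bp) of replicate pairs minus that of pairs across groups, with a one-sided exact permutation over relabellings.

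Depth was recovered from the lists. MACS2 derives the fold and p of a summit from a pileup and a local background under a Poisson model, so both can be solved from the deposited pair. Peaks with −log10 p up to 15 and a background of at least 0.3 were used, and 99.3% to 100% of pileups came out within 0.1 of a whole multiple of 1 step. The lowest background was divided by the shortest region, taken as the fragment length of the caller, to give fragments per kb of genome. A step under 1 means that the pileup had been scaled down to a shallower control. These depths ranged from 3.38 to 38.6 fragments per kb among the immunoprecipitated libraries.

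Names of the deposited lists carry run tags that divide the libraries into 3 batches. Batch 1 held the propionyl libraries and the NaPr input. Batch 2 held the NaPr and untreated acetyl libraries and the untreated input. Batch 3 held all NaBu libraries. The tags are not part of the sample labels. Propionyl against acetyl and NaBu against untreated therefore coincide with batch, while butyryl against acetyl and NaPr against untreated fall within 1 batch.

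The comparisons, tests, alternatives and named genes were chosen before the data were examined, except where stated. The named genes were 10 genes that the study discusses for these cells (BAIAP2, TTC7A, CTNNB1, TCF20, LEF1, FOS, JUN, MYC, PRNCR1 and PCAT1), with the regions over each gene body extended by 1 kb on both sides. Named regions were, for each acyl against acetyl comparison and each side, the 2 one-sided regions with the best mean rank of −log10 p in the libraries that hold them. Alternatives were q under 0.05 or 0.001, equal numbers (the strongest regions of each library by −log10 p, as many as in the smallest library), a 50% reciprocal overlap, presence in either replicate, removal of regions over peaks of any input list, promoters within 3 kb, protein-coding genes alone, windows of 100 bp, flanks at 2 kb, the NaBu strata alone, other overlap measures, a replicate block, and leaving out each library in turn.

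Values were computed with Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and samtools 1.23.1. The code was tested on simulated data. For 2 groups of 2 simulated lists with 14100 regions, all 4200 one-sided regions were found and 45 of 45 checks returned the known value. In 400 simulations without a difference between acyl and acetyl libraries, 5.75% had an exact p of 0.05 or less.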

Results

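Histone propionylation and butyrylation were mapped beside acetylation in SW480 colorectal cancer cells by ChIP-seq, in which an antibody against a mark pulls down the chromatin that carries it. Propionyl marks (H3K18pr, H4K12pr) were measured in cells given 10 mM sodium propionate (NaPr) and butyryl marks (H3K18bu, H4K12bu) in cells given 1 mM sodium butyrate (NaBu). Acetyl marks at the same sites (H3K18ac, H4K12ac) were measured under both treatments and in untreated cells. Each of these 10 groups had 2 replicate libraries, and 1 input library per condition was also available. The compared values are peaks, called regions here, which record where signal passed a threshold and not how much signal there was.

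Lists differed widely in length. H3K18pr had a mean of 95022.5 ± 1275 (SD) regions and H4K12pr 144044 ± 30423, against 148990 ± 76080 for H3K18ac and 137318 ± 9839 for H4K12ac in the same NaPr condition. In NaBu, H3K18bu had 22278 ± 310 and H4K12bu 8900 ± 1049, against 88401.5 ± 39679 for H3K18ac and 50169 ± 54432 for H4K12ac. Untreated cells had 115996 ± 55306 regions for H3K18ac and 200008 ± 12466 for H4K12ac. The large SD of H4K12ac in NaBu came from lists of 88658 and 11680 regions, and that of H3K18ac in NaPr from lists of 202787 and 95194. A threshold of q under 0.001 moved these numbers most. At q under 0.05, the butyryl libraries kept 8485 and 9290 (H3K18bu) and 1997 and 1457 (H4K12bu) regions, and the propionyl libraries kept between 84970 and 160038.

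**Figure D1:**
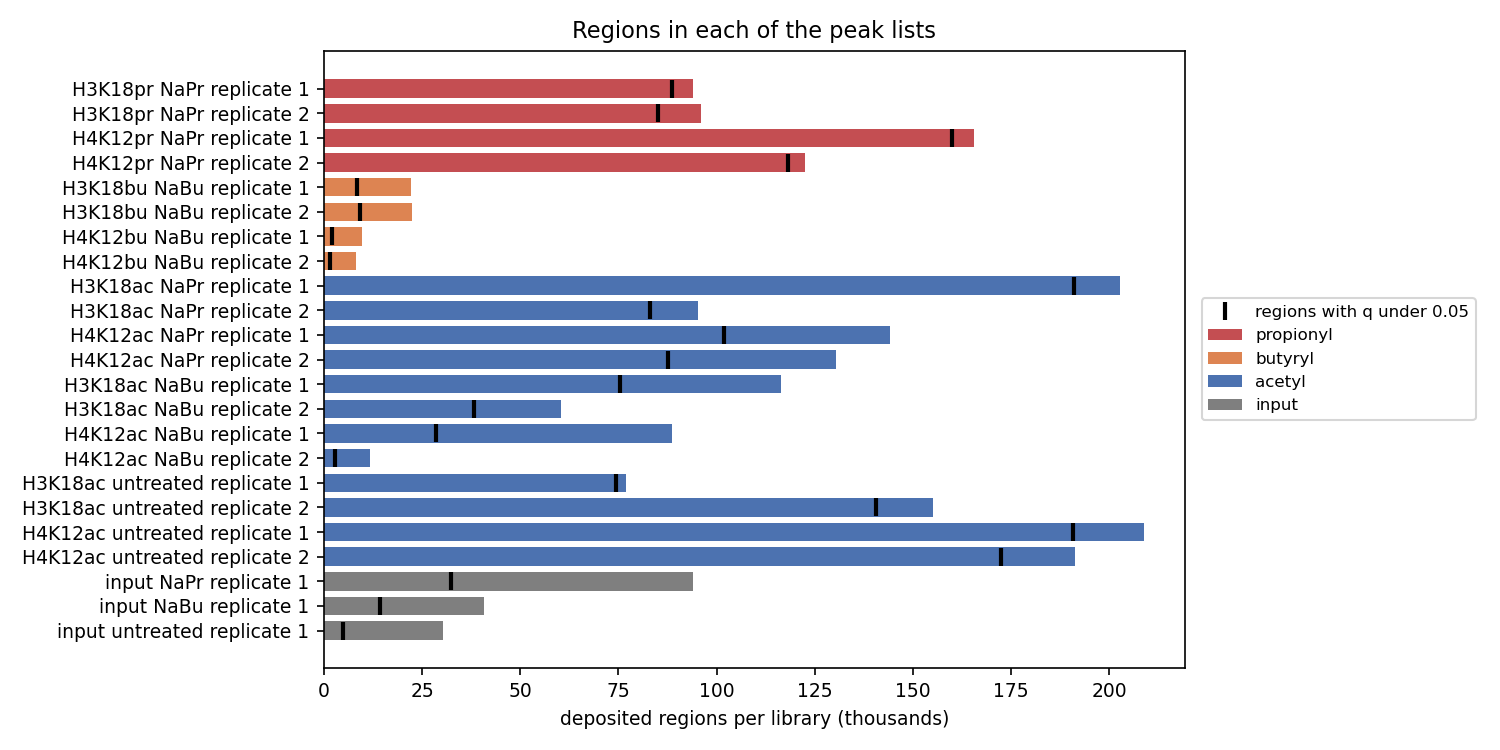
Regions in each of the 23 lists, coloured by kind of library, with a black tick at the number that had q under 0.05.

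Depth recovered from the lists differed as well. Propionyl libraries came to 3.38 to 8.38 fragments per kb of genome, acetyl libraries of NaPr cells to 24.1 to 38.6 and those of untreated cells to 11.2 to 38.5. In NaBu, pileups had been scaled by a factor of 0.198 to 0.853 to match a shallow background of 4.27 per kb. The list of the NaBu input had nearly the same background (4.28 per kb), to which its own depth of 4.38 had been scaled by 0.9755. Which library gave this background is therefore unknown. Whether list length in NaBu follows from this scaling stays open. In propionyl lists the shortest region was 340 to 350 bp, against 180 to 230 bp in acetyl lists of NaPr cells. Propionyl libraries were also run in a batch of their own, so that propionyl marks and batch cannot be told apart.

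Regions over peaks of any input list made up 8.75 ± 1.18% of H3K18pr, 8.25 ± 0.730% of H4K12pr, 13.7 ± 0.470% of H3K18bu and 14.6 ± 0.0446% of H4K12bu regions. Acetyl groups ranged from 5.16 ± 0.0984% (H4K12ac, NaPr) to 12.5 ± 4.66% (H3K18ac, untreated). Taking the 8158 strongest regions of each library moved the shares most in most groups, to 31.8 ± 3.75% for H3K18pr and 36.1 ± 4.18% for H3K18ac in untreated cells. The H4K12bu shares moved more with q under 0.05, to 20.7% and 22.4%, as did that of H4K12ac NaBu replicate 2 (from 15.6% to 21.4%). Of the untreated input regions, 34.5% fell on H3K18ac regions of untreated cells, which limits that list as a background.

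Replicates overlapped more than regions shifted along the chromosome did, but often modestly. Of H3K18pr regions, 39.2% of replicate 1 overlapped replicate 2 and 42.8% the reverse, against 5.95% of shifted regions. The values were 36.7% and 51.3% (shifted 8.13%) for H4K12pr, 54.4% and 52.1% (0.962%) for H3K18bu, and 43.2% and 51.7% (0.313%) for H4K12bu. Acetyl replicates in NaPr overlapped by 21.5% and 45.6% for H3K18ac (4.14%) and by 20.2% and 22.9% for H4K12ac (3.52%). In NaBu the values were 33.3% and 66.6% (2.63%) for H3K18ac, and 10.3% and 80.2% (0.366%) for H4K12ac, in which the shorter list lay mostly inside the longer. Untreated H3K18ac replicates overlapped by 61.5% and 38.2% (8.95%), and untreated H4K12ac replicates by 42.5% and 47.3% (7.29%).

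With the 8158 strongest regions of each library, 14 of the 20 immunoprecipitated libraries had their highest Jaccard index (shared bp over union bp) with their own replicate. The other 6 were the replicates of H4K12bu, of H3K18ac in NaPr and of H4K12ac in NaBu. H3K18ac NaPr replicate 1 reached 0.512 and 0.507 with the untreated H4K12ac libraries, 0.416 and 0.472 with the untreated H3K18ac libraries, and 0.29997 with its own replicate. Its regions had features of both acetyl sites, so results that use it are limited by the doubt over what this library measured.

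**Figure D2:**
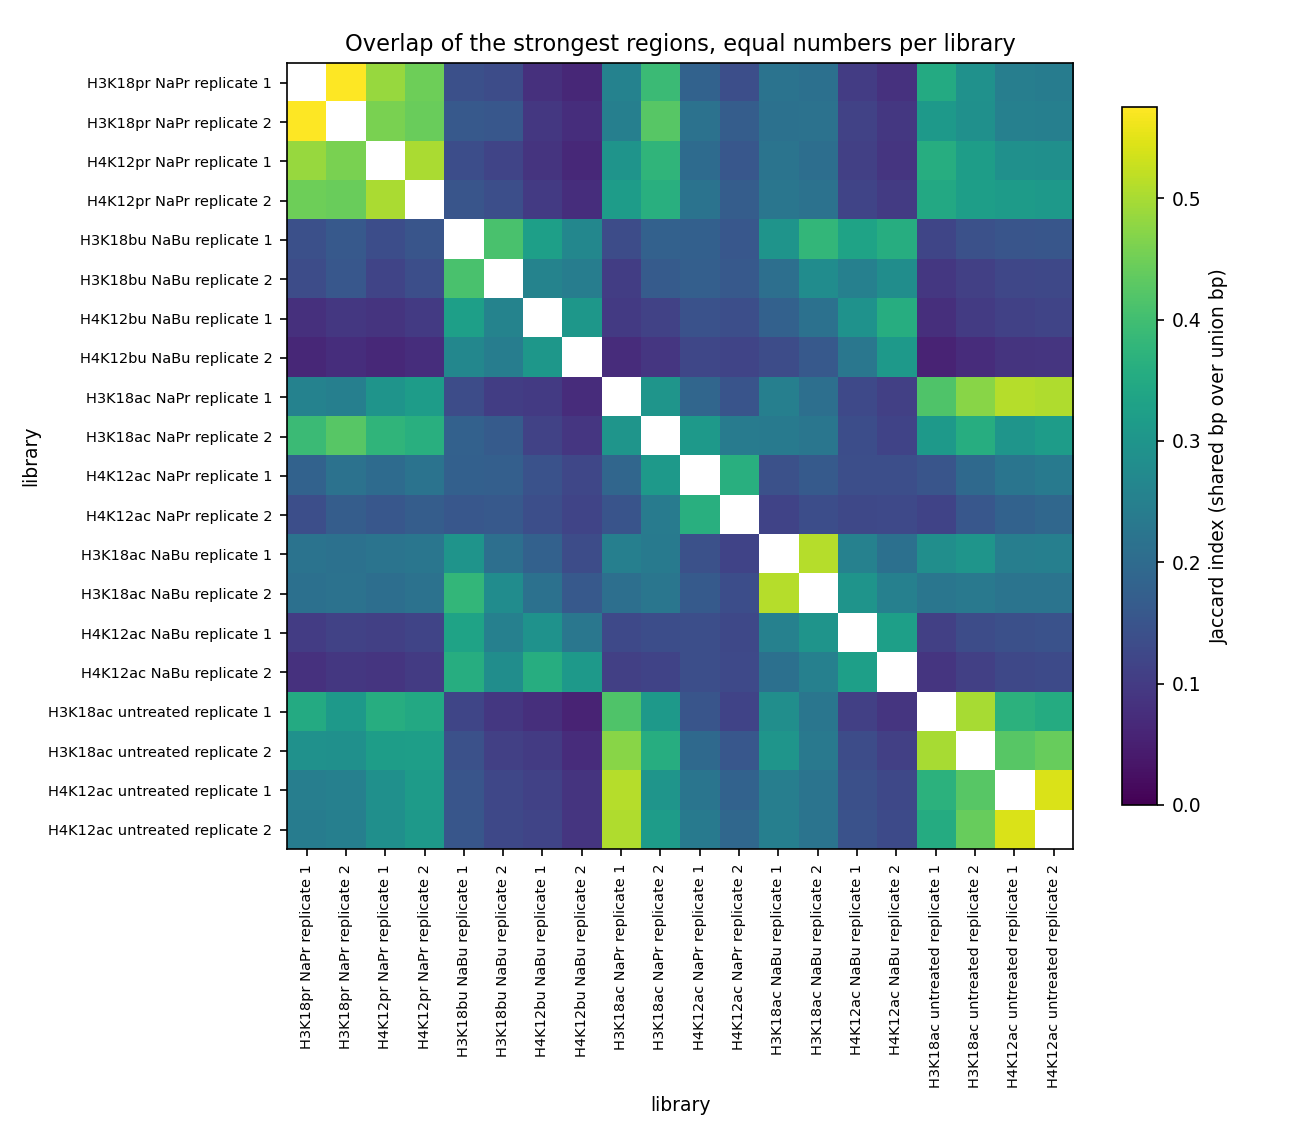
Jaccard index of each pair of immunoprecipitated libraries, with 8158 regions per library. Brighter cells share more bp.

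Acyl and acetyl marks were compared by one-sided regions, those held by both replicates of one group and neither of the other. For H3K18 in NaPr, 6045 regions were held by H3K18pr alone and 9236 by H3K18ac alone, a propionyl share of 39.6% (95% interval 38.8% to 40.3%, counting error only). Leaving out H3K18pr replicate 2 moved this share most, to 80.4%. For H4K12, 27576 regions were held by H4K12pr alone and 9336 by H4K12ac alone, a share of 74.7% (74.3% to 75.1%). Of the regions in each union, 6.05% (H3K18) and 3.40% (H4K12) were held by all 4 libraries. With equal numbers of regions (94121 per library for H3K18), the H3K18pr share rose to 58.2%, while the H4K12pr share was 74.8%. For H3K18 this setting shortened mainly 1 list, that of H3K18ac NaPr replicate 1 with 202787 regions. The direction of the H3K18pr share thus depended on the length of a list whose content is in doubt. Counted in either replicate, the H4K12pr share was 48.5%.

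Few one-sided regions belonged to the butyryl marks, a comparison that falls within 1 batch. For H3K18 in NaBu, 270 regions were held by H3K18bu alone and 18318 by H3K18ac alone, a butyryl share of 1.45% (1.29% to 1.63%). H4K12bu held 134 against 2729, a share of 4.68% (3.97% to 5.52%). With equal numbers of regions the shares rose to 29.4% and 41.1%, so their size depended on list length. At equal numbers H3K18bu lay farther from 50% than either crossed split of the same libraries (46.4% and 63.9%). H4K12bu lay farther from 50% than one crossed split (47.5%) and nearer than the other (74.1%). In each of these 4 comparisons, more of the regions held by exactly 2 of 4 libraries followed the groups than followed either crossed split (exact p 0.333, the smallest possible p). Those that followed the groups made up 44.8% for H3K18pr, 61.8% for H4K12pr, 86.2% for H3K18bu and 52.1% for H4K12bu.

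**Figure D3:**
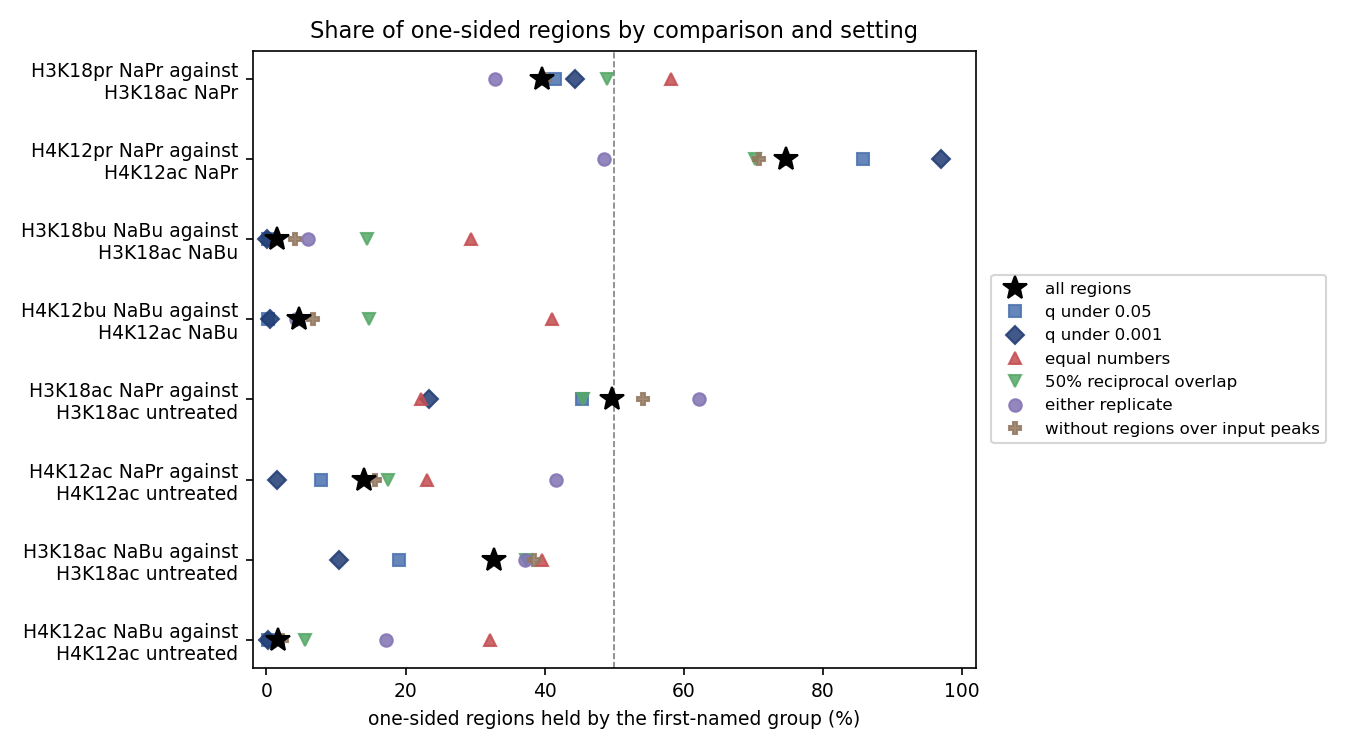
Share of one-sided regions held by the first-named group in 8 comparisons, with all regions (star) and under 6 other settings. The dashed line marks 50%.

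The strongest one-sided regions are given on hg38 with the authors' fold in replicates 1 and 2. For H3K18pr they were chromosome 7 at 129531197 to 129532241 (22.2 and 12.3), 29188 bp from the gene SMKR1, and chromosome 9 at 127735498 to 127736720 (15.3 and 11.02), 796 bp from TOR2A. For H3K18ac in NaPr they lay in MGRN1 (chromosome 16, 4623920 to 4624762, 9.38 and 13.9) and MED16 (chromosome 19, 893001 to 893934, 8.22 and 14.3). H4K12pr had a region over MED25 and FUZ (chromosome 19, 49816242 to 49819600, 14.9 and 15.1) and one in DGKZ that also overlapped an input peak (chromosome 11, 46360645 to 46366102, 15.4 and 15.5). For H4K12ac in NaPr they lay in HHAT, again over an input peak (chromosome 1, 210374198 to 210374532, 8.04 and 5.94), and over HYAL2 and TUSC2 (chromosome 3, 50321482 to 50321793, 8.43 and 8.92).

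The butyryl one-sided regions given here had lower fold values. For H3K18bu, 1 region is given, which lay 1082 bp from MCC (chromosome 5, 113489626 to 113490183, 5.02 and 5.17). Those of H4K12bu lay in PALM2AKAP2 (chromosome 9, 109815837 to 109816456, 4.27 and 4.87) and 26429 bp from TMEM158 (chromosome 3, 45199616 to 45200100, 3.65 and 3.95). For H3K18ac in NaBu they were in RPS9 (chromosome 19, 54200322 to 54201524, 16.1 and 14.2) and, over an input peak, in TMUB2 (chromosome 17, 44186844 to 44187816, 22.7 and 17.5). For H4K12ac in NaBu they were over PSMA3-AS1 and ARMH4 (chromosome 14, 58297688 to 58298134, 15.8 and 8.12) and, over an input peak, over CENPO and PTRHD1 (chromosome 2, 24792574 to 24793367, 7.32 and 8.54).

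Acetylation was then compared between treated and untreated cells. For H3K18ac, 5449 regions were held in NaPr alone and 5511 in untreated cells alone, a NaPr share of 49.7% (48.8% to 50.7%). Here only 34.5% of the regions held by exactly 2 libraries followed treatment (exact p 0.667, smallest possible p 0.333), and replicate 1 of the NaPr group is the library of doubtful content. The share was 22.2% with equal numbers, and leaving out 1 library gave values from 7.99% to 93.8%. For H4K12ac, 7017 regions were held in NaPr alone and 43205 in untreated cells alone, a share of 14.0% (13.7% to 14.3%), and the share was 23.1% with equal numbers. Counted in either replicate it was 41.6%, and leaving out 1 library gave 5.81% to 62.7%. NaPr replicates overlapped less (20.2% and 22.9%) than untreated ones (42.5% and 47.3%). Both NaPr replicates held 28204 union regions, against 81026 for both untreated ones, so agreement of replicates and treatment cannot be told apart. These comparisons fall within 1 batch.

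NaBu coincided with batch, so treatment and batch cannot be told apart in the next values. For H3K18ac, 6817 regions were held in NaBu alone and 14042 in untreated cells alone, a NaBu share of 32.7% (32.0% to 33.3%), or 39.6% with equal numbers. For H4K12ac the counts were 1017 and 60285, a share of 1.66% (1.56% to 1.76%), or 32.2% with equal numbers. Of the regions held by exactly 2 libraries, 62.6% (H4K12ac, NaPr), 70.6% (H3K18ac, NaBu) and 88.7% (H4K12ac, NaBu) followed treatment (exact p 0.333 each, the smallest possible p).

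Among 7 properties of the regions, median width differed most between acyl and acetyl libraries. Acyl regions were wider by 118 bp on average over 4 strata (two-sided exact p 0.0108, adjusted 0.0756), with the adjusted p between 0.0108 and 0.778 over the alternatives. H3K18pr had a median of 484 ± 33.9 bp against 315 ± 31.1 bp for H3K18ac, and H4K12pr 501.5 ± 16.3 bp against 251 ± 7.07 bp for H4K12ac. In NaBu, H3K18bu had 325 ± 5.66 bp against 286.5 ± 44.5 bp, and H4K12bu 275.5 ± 6.36 bp against 261.5 ± 62.9 bp. All acyl libraries lay above all acetyl libraries in 3 of the 4 strata, the exception being H4K12bu. With the 8158 strongest regions, both propionyl marks had wider regions than acetylation (by 595.5 bp for H3K18 and 1052 bp for H4K12) and both butyryl marks narrower ones (−510.25 bp and −113 bp), with all libraries apart in each stratum. The mean difference was then 256 bp (exact p 0.219). Within the NaBu batch the difference was 26.25 bp (exact p 0.389, smallest possible p 0.0556, adjusted 0.778). The difference thus lay mainly in the propionyl lists, whose shortest regions were also longer and whose batch was another one.

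Promoter share differed by 1.33 percentage points (two-sided exact p 0.657, adjusted 0.779) between acyl and acetyl libraries, and by 0.548 points within the NaBu batch (exact p 1, smallest possible p 0.0556). Equal numbers of regions moved it most, to −9.08 points (exact p 0.0864, adjusted 0.202, between 0.202 and 1 over the alternatives). The strata then differed in direction, with all libraries apart in each. They gave −18.3 points for H3K18pr, −22.3 for H3K18bu and −7.71 for H4K12bu, but 12.0 for H4K12pr. With all regions, promoter share was 13.8 ± 1.55% for H3K18pr and 14.4 ± 3.01% for H3K18ac, 11.2 ± 1.09% for H4K12pr and 6.43 ± 0.692% for H4K12ac. In NaBu it was 17.9 ± 5.69% for H3K18bu and 19.3 ± 3.76% for H3K18ac, 23.6 ± 3.20% for H4K12bu and 21.2 ± 14.2% for H4K12ac. Intergenic share differed by 0.731 points (exact p 0.779) and GC share by 0.406 points (exact p 0.748), or by 0.0584 and −2.03 points within the NaBu batch (exact p 1 and 0.333, smallest possible p 0.0556). With equal numbers of regions the intergenic difference was 3.88 points (exact p 0.0417, adjusted 0.202, between 0.202 and 1 over the alternatives), positive in 3 of the 4 strata and −1.98 points for H4K12pr. The small GC difference with all regions was a mean of opposite strata. It was 5.36 points for H4K12pr and −4.89 for H3K18bu, with all libraries apart in both. For H3K18pr and H4K12bu it was 0.32 and 0.83 points, with libraries not apart.

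For motif enrichment at summits over flanks, acyl minus acetyl differences in log2 were −0.08 for AP-1 (exact p 0.418), −0.06 for SMAD (exact p 0.576) and −0.11 for KLF (exact p 0.452), each with an adjusted p of 0.779. With q under 0.05 the AP-1 difference was −0.23 (exact p 0.0293, adjusted 0.103, between 0.103 and 0.971 over the alternatives), and with equal numbers of regions 0.090 (exact p 0.534). Within the NaBu batch they were 0.15, −0.06 and −0.39 (exact p 0.167 for KLF, smallest possible p 0.0556). For AP-1 the difference was −0.18 for H3K18pr, −0.45 for H4K12pr, 0.10 for H3K18bu and 0.20 for H4K12bu. The KLF difference was 0.048 for H3K18pr, 0.28 for H4K12pr, −0.60 for H3K18bu and −0.19 for H4K12bu. All libraries were apart for KLF in H4K12pr and H3K18bu, in opposite directions. For AP-1 all libraries were apart in H3K18pr and H4K12pr, with the propionyl libraries lower (−0.25 to −0.03). In the NaPr strata together, where mark coincides with batch, the AP-1 difference was −0.32 (exact p 0.0556, the smallest possible p). With equal numbers of regions it was 0.11 for H3K18pr, with libraries not apart, and −0.61 for H4K12pr. In the NaPr strata together the KLF difference was 0.17 (exact p 0.222, smallest possible p 0.0556).

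**Figure D4:**
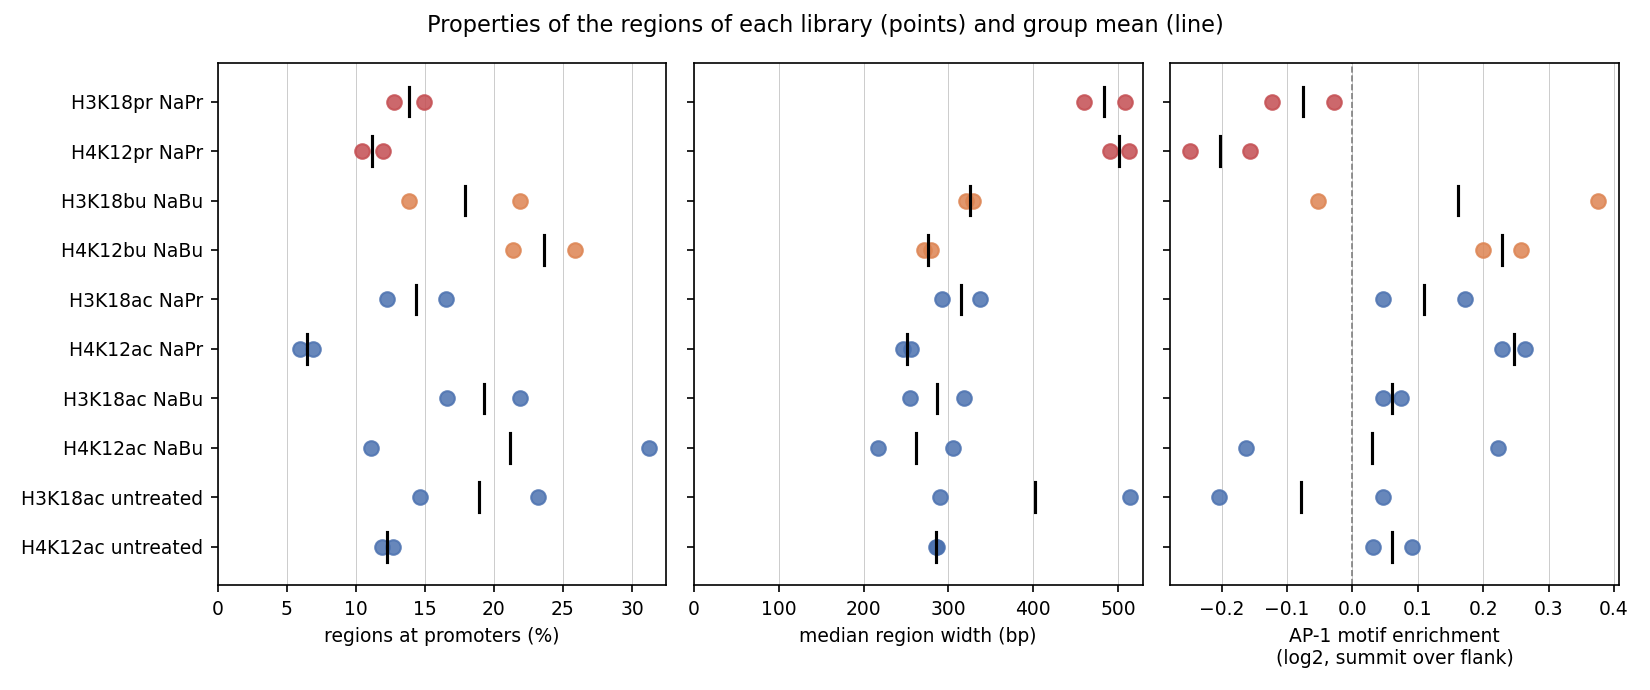
Promoter share, median width and AP-1 enrichment of the regions of each library (points) with the mean of each group (line).

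Treated and untreated acetyl libraries were compared for 2 of these properties. With NaPr, promoter share differed by −5.17 points (two-sided exact p 0.111, smallest possible p 0.0556), and equal numbers of regions moved it most, to −8.78 points. It was 14.4 ± 3.01% against 18.9 ± 6.03% for H3K18ac and 6.43 ± 0.692% against 12.3 ± 0.566% for H4K12ac. AP-1 enrichment was higher by 0.19 log2 with NaPr (exact p 0.111, smallest possible p 0.0556). With NaBu, which coincided with batch, promoter share was higher by 4.63 points (exact p 0.611, smallest possible p 0.0556). Equal numbers of regions moved this most, to −19.5 points (exact p 0.0556, the smallest possible p), with all libraries apart at both histone sites (−16.9 points for H3K18ac and −22.1 points for H4K12ac). AP-1 enrichment was higher by 0.05 log2 with NaBu (exact p 0.611), and by 0.39 log2 with equal numbers of regions (exact p 0.0556, the smallest possible p), when all libraries were apart at both histone sites.

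Groups were also separated by overlap as a whole. Replicate pairs of acyl and acetyl libraries had a mean Jaccard index 0.0728 above that of pairs across marks (one-sided exact p 0.0247), and all 4 strata had this direction. The strata gave 0.0320 for H3K18pr and 0.0956 for H4K12pr, and within the NaBu batch 0.157 for H3K18bu and 0.00600 for H4K12bu. Scoring overlap relative to the smaller list moved the value most, to −0.0126 (one-sided exact p 0.704), so the separation depended on how overlap was scored. Treated and untreated acetyl libraries were separated by 0.0565 for NaPr and by 0.146 for NaBu (one-sided exact p 0.111 each, the smallest possible p), the latter across batches.

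At the 10 named genes, regions were counted over each gene body with 1 kb on both sides. BAIAP2 (chromosome 17, 81035122 to 81117434) held 27 and 21 regions of H3K18pr and 36 and 27 of H4K12pr. In the same condition it held 35 and 19 of H3K18ac, 16 and 11 of H4K12ac, and 2 of the NaPr input. Regions covered 54.9% and 44.02% of it in H3K18pr and 68.7% and 56.4% in H4K12pr. Coverage was 32.3% and 16.5% in H3K18ac, 6.67% and 3.48% in H4K12ac, and 0.847% in the input. TTC7A (chromosome 2, 46915869 to 47076137) held 33 and 32 regions of H3K18pr, 55 and 55 of H4K12pr, 96 and 32 of H3K18ac, 33 and 36 of H4K12ac, and 4 of the input. Coverage there was 34.8% and 29.6% in H3K18pr, 47.9% and 43.9% in H4K12pr, 36.6% and 18.3% in H3K18ac, and 11.1% and 11.03% in H4K12ac. Taking equal numbers of regions per library moved the counts over named genes most.

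CTNNB1 (chromosome 3, 41194741 to 41260096) held 4 and 8 regions of H3K18pr and 14 and 18 of H4K12pr, against 28 and 8 of H3K18ac, 17 and 19 of H4K12ac and 2 of the NaPr input. TCF20 (chromosome 22, 42160013 to 42343616) held 22 and 16 of H3K18pr and 48 and 40 of H4K12pr, against 59 and 12 of H3K18ac, 31 and 20 of H4K12ac and 9 of the input. LEF1 (chromosome 4, 108047545 to 108168956) held 7 and 10 of H3K18pr and 5 and 6 of H4K12pr, against 18 and 4 of H3K18ac, 12 and 10 of H4K12ac and 1 of the input. With the 8158 strongest regions, LEF1 held 0 in every library. Coverage of CTNNB1 was 15.8% and 11.7% in H3K18pr and 19.1% and 22.7% in H4K12pr. It was 27.8% and 7.36% in H3K18ac, and 9.17% and 7.93% in H4K12ac. At CTNNB1, H4K12pr thus covered more than H4K12ac, although its counts were not higher.

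In NaBu, FOS (chromosome 14, 75278826 to 75282230) held 1 and 1 regions of H3K18bu and 2 and 1 of H4K12bu, against 5 and 4 of H3K18ac and 2 and 2 of H4K12ac. JUN (chromosome 1, 58776845 to 58784048) held 1 and 0 of H3K18bu and 1 and 1 of H4K12bu, against 3 and 5 of H3K18ac and 4 and 1 of H4K12ac. The NaBu input held none at either gene. MYC (chromosome 8, 127735434 to 127742951) held 8 and 6 of H3K18bu and 3 and 3 of H4K12bu, against 3 and 7 of H3K18ac, 6 and 4 of H4K12ac and 0 of the input. Coverage of MYC was 39.8% and 33.3% in H3K18bu and 11.8% and 8.75% in H4K12bu, against 81.9% and 76.5% in H3K18ac and 31.7% and 18.1% in H4K12ac.

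PCAT1 (chromosome 8, 126556323 to 127419050), a lncRNA gene, held 26 and 59 regions of H3K18bu and 15 and 12 of H4K12bu, against 41 and 31 of H3K18ac and 37 and 13 of H4K12ac. The NaBu input held 32, the NaPr input 47 and the untreated input 16. With the 8158 strongest regions, PCAT1 held 12 and 24 of H3K18bu and 13 and 12 of H4K12bu, against 8 to 12 in the NaBu acetyl libraries and 3 to 6 in those of the other conditions. Because the inputs also held many regions there, extra DNA copies of the region in these cells could not be set apart from more of the mark. PRNCR1 (chromosome 8, 127079874 to 127092600), which lies within PCAT1, held 0 and 3 regions of H3K18bu, 0 and 0 of H4K12bu, 0 in the NaBu acetyl libraries and input, and 5 in the NaPr input.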

Values the study reported

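For cells treated with NaPr, the study reported 19,167 sites that differed between H3K18pr and H3K18ac, of which 17,299 (90%) were associated with H3K18pr and 1,868 with H3K18ac. For H4K12, it reported 28,465 such sites, with 27,175 (95%) associated with H4K12pr. For cells treated with NaBu, it reported 2305 regions associated with H3K18bu and 793 with H4K12bu. At PCAT1, the study gave a 4.19-fold increase in H3K18bu and a 2.8-fold increase in H4K12bu.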

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

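The tests of carry-over were chosen only after the result was seen, while those of list length and of open chromatin were written before their results. Among the input lists, AP-1 matches were enriched at the summits of the untreated input by 0.99 log2 over flanks (5.83% of summit windows against 2.94%). The NaPr and NaBu inputs had 0.14 and −0.08. KLF matches were enriched in the untreated input too, by 1.21 log2, against −0.49 and −1.07 in the NaPr and NaBu inputs. The enrichment was therefore not limited to AP-1, but only AP-1 was tested further. Of the untreated input regions, 13.3% lay at promoters.

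For AP-1, carry-over of immunoprecipitated fragments of the same batch was argued against. The highest AP-1 enrichment among the immunoprecipitated libraries of that batch was 0.26 log2. A shorter list that holds only strong regions was argued against too. The AP-1 enrichment of the other inputs reached at most 0.21 log2 with the same 30386 regions each. Input fragments from open chromatin were in line with the test. Of the untreated input regions, 34.5% fell on H3K18ac regions of untreated cells, against a mean of 6.47% after shifting, and against 5.997% and 4.46% for the NaPr and NaBu inputs. Why only this input shows it stays open, and the control used for its own list is unknown. Its recovered depth of 78.7 fragments per kb was also the highest. No biological explanation was tested.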

How the results depend on the processing

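Shares of one-sided regions depended on nearly every choice. Of 48 shares under other settings, 41 moved beyond the counting interval, 4 crossed 50% and 3 stayed within it. With q under 0.05 the shares were 41.4% (H3K18pr), 85.7% (H4K12pr), 0.215% (H3K18bu) and 0.293% (H4K12bu), and with q under 0.001 they were 44.4%, 97.0%, 0.0694% and 0.451%. With equal numbers the shares of H3K18pr, H3K18bu and H4K12bu were 58.2%, 29.4% and 41.1%. A 50% reciprocal overlap gave 49.0%, 70.2%, 14.4% and 14.8% for the 4 acyl groups. Presence in either replicate gave 32.9% for H3K18pr, 48.5% for H4K12pr and 6.05% for H3K18bu. Without regions over input peaks, H4K12pr, H3K18bu and H4K12bu came to 70.8%, 4.07% and 6.66%. The changes of direction were H3K18pr with equal numbers and H4K12pr in either replicate. The cause was not tested, except that a higher threshold shortens weak lists most by construction.

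For treated against untreated acetyl libraries the shares are given in the order H3K18ac NaPr, H4K12ac NaPr, H3K18ac NaBu and H4K12ac NaBu. They were 45.4%, 7.91%, 19.0% and 0.272% with q under 0.05, and 23.4%, 1.48%, 10.5% and 0.188% with q under 0.001. Equal numbers gave 22.2%, 23.1%, 39.6% and 32.2%, and a reciprocal overlap gave 45.5%, 17.4%, 37.4% and 5.54%. Presence in either replicate gave 62.2%, 41.6%, 37.2% and 17.2%, and removal of regions over input peaks gave 54.2%, 15.5%, 38.5% and 2.19%. The H3K18ac NaPr share crossed 50% in the last 2 settings. The cause was not tested.

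Leaving out 1 library moved 22 shares, turned 9 around and left 1 within its interval. A group left with 1 library needs only that library, which raises its share by construction. Shares ranged from 6.38% to 80.4% for H3K18pr, from 25.9% to 91.2% for H4K12pr, from 0.737% to 19.6% for H3K18bu and from 0.293% to 31.8% for H4K12bu. Without H3K18pr replicate 1 or 2 the share was 78.04% or 80.4%, and without H3K18ac NaPr replicate 1 or 2 it was 18.002% or 6.38%. For H4K12pr it was 87.0% or 91.2% without a propionyl replicate, and 29.1% or 25.9% without H4K12ac NaPr replicate 1 or 2. For H3K18bu it was 19.6% or 8.605% without butyryl replicate 1 or 2, and 0.737% without H3K18ac NaBu replicate 2. For H4K12bu it was 31.8% or 31.7% without butyryl replicate 1 or 2, and 9.59% or 0.293% without H4K12ac NaBu replicate 1 or 2.

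For treated against untreated cells, leaving out 1 library gave 7.99% to 93.8% for H3K18ac NaPr, 5.81% to 62.7% for H4K12ac NaPr, 7.89% to 79.7% for H3K18ac NaBu and 0.704% to 47.8% for H4K12ac NaBu. Without H3K18ac NaPr replicate 1 or 2 the share was 74.2% or 93.8%, and without H3K18ac untreated replicate 1 or 2 it was 7.99% or 22.7%. Without H4K12ac NaPr replicate 1 or 2 it was 59.2% or 62.7%, and without H4K12ac untreated replicate 1 or 2 it was 6.83% or 5.81%. Without H3K18ac NaBu replicate 1 or 2 it was 48.3% or 79.7%, and without H3K18ac untreated replicate 1 or 2 it was 7.89% or 18.1%. Without H4K12ac NaBu replicate 1 or 2 it was 2.45% or 47.8%, and without H4K12ac untreated replicate 1 or 2 it was 0.839% or 0.704%.

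Of 46 acyl minus acetyl differences under other settings, 40 kept their result, 5 changed direction and 1 grew stronger. Median width came to 163.625 bp with q under 0.05 (exact p 0.00463, adjusted 0.0324, range over the alternatives 0.0108 to 0.778). With equal numbers, promoter share turned to −9.08 points, GC share to −1.85 points and AP-1 enrichment to 0.090 log2. In the NaBu strata alone GC share turned to −2.03 points and AP-1 enrichment to 0.15. The NaPr strata alone, in which mark coincides with batch, are not among the 46. There KLF enrichment turned to 0.17 log2 (exact p 0.222, smallest possible p 0.0556), and no other property changed direction. The cause was not tested.

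Leaving out each library gave 107 to 129 bp for width, −1.18 to 3.84 points for promoter share, −0.938 to 2.40 for intergenic share and −0.0865 to 0.898 for GC share. It gave −0.14 to −0.03 for AP-1, −0.13 to 0.0095 for SMAD and −0.19 to −0.04 for KLF. Width passed an adjusted p of 0.05 without H3K18ac NaBu replicate 2 (125.875 bp, exact p adjusted to 0.0432) and without H4K12ac NaBu replicate 2 (129.125 bp, adjusted 0.0108). Promoter share turned to −1.18 without H4K12ac NaBu replicate 1. Intergenic share turned to −0.938 without H3K18ac NaPr replicate 1 and to −0.186 without H4K12ac NaBu replicate 2. GC share turned to −0.0865 without H4K12bu replicate 1, and SMAD enrichment to 0.0095 without H3K18bu replicate 2. The cause was not tested.

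A replicate block pairs libraries with the same number. Replicate numbers do not pair libraries beyond the label, and same-numbered deviations of 2 groups in 1 Mb bins had correlations between −0.332 and 0.280 in 8 comparisons. With this paired test the width difference of 118 bp had an exact p of 0.0234 (adjusted 0.164, smallest possible p 0.00781). The replicate block left the call of every other property unchanged.

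For NaPr minus untreated, all 12 other settings and 16 tests without 1 library kept their result. Without 1 library, promoter differences ranged from −7.30 to −3.04 points and AP-1 differences from 0.12 to 0.25, and equal numbers gave −8.78 points and 0.24. For NaBu minus untreated, 11 settings kept their direction and 1 turned around, the promoter difference with equal numbers (−19.5 points). Equal numbers also raised the AP-1 difference to 0.39 (exact p 0.0556, the smallest possible p). Without 1 library, promoter differences ranged from −0.398 (without H4K12ac NaBu replicate 2) to 9.65 points. AP-1 differences ranged from −0.042 (without H4K12ac NaBu replicate 1) to 0.15, with −0.01 without H3K18ac untreated replicate 1. The cause was not tested.

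Separation of groups kept its result in 20 settings and turned around in 1, the overlap coefficient for acyl against acetyl libraries (−0.0126). Of the region numbers per library 27 of 40 moved by more than 1.5 times. Of the shares over input peaks 37 of 40 left their counting interval, with q under 0.05 often by under 1 point, and 88 of 200 counts over named genes moved by more than the SD of the replicates. The cause was not tested.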

Other observations

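The tests of this part were chosen only after the result was seen, except that 2 tests of H3K18ac NaPr replicate 1 (another group and a mixture) were written before their results. For 6 explanations (the other group for H3K18ac NaPr replicate 1 and for H4K12ac NaBu replicate 2, list length for GC share and for the butyryl groups together, minimum length for the propionyl widths, and DNA copies at PCAT1) the reading was changed to undecided after the value was seen, as described below. The H3K18pr share of one-sided regions in NaPr was 39.6%, and 74.7% for H4K12pr. Both are lower than the values quoted from the study above. With q under 0.001 the H4K12pr share was 97.0%, higher than the quoted value. It stayed lower under every other setting (85.7% with q under 0.05). The H3K18pr share stayed lower in all settings (44.4% with q under 0.001). There were 6045 one-sided regions of H3K18pr. That is lower than the value quoted from the study above. There were 27576 of H4K12pr. That is slightly higher than the value quoted from the study above. Those of H3K18ac numbered 9236. That is higher than the value quoted from the study above. One-sided regions numbered 270 for H3K18bu and 134 for H4K12bu. These are lower than the values quoted from the study above. With equal numbers of regions they were 1583 and 459, and with q under 0.05 they were 37 and 3, again lower. A 50% reciprocal overlap gave 2345 for H3K18bu, slightly higher than the quoted value, and 353 for H4K12bu, which is lower. Counted in either replicate they were 7195 and 3580, both higher. The comparison of these numbers therefore depended on the setting. The study compared read counts, whereas presence of a region in both replicates was counted here, and the effect of that choice was not tested.

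H3K18ac NaPr replicate 1 resembled the untreated H4K12ac libraries, with a Jaccard index of 0.512 and 0.507 at equal numbers against 0.29997 with its own replicate. Like depth was argued against, because 7 other pairs of libraries of 2 groups of like depth reached at most 0.440. A swap within the batch was argued against, because libraries of its other groups were each closest to their own replicate. Their Jaccard index was 0.363 (H4K12ac NaPr), 0.4998 (H3K18ac untreated) and 0.542 (H4K12ac untreated). The test itself counted libraries whose 2 nearest libraries of other groups were both H3K18ac NaPr. Its count was 0, but a swap would hardly give such a library, so the count decides nothing. Another group under this name met the criterion set for it at equal numbers, which was no longer taken as decisive once the mixture had been tested. The share of H4K12ac regions it held was 1.54 times its share of H3K18ac regions, against 0.152 for replicate 2. With 1 untreated H4K12ac library left out of the definition of these regions, this ratio was 0.456 or 0.490. The left-out library itself had 0.816 or 0.755, and replicate 2 had 0.0941 or 0.0841. A mixture of H3K18ac and H4K12ac fragments also had support. Replicate 1 held at least 7.04 percentage points more of the H3K18ac regions than the left-out H4K12ac library (22.3% and 20.2% against 13.9% and 13.1%). Replicate 2 held 32.6% and 32.9%. A library of another group and a mixture therefore cannot be told apart. At equal numbers replicate 1 was also closer to the untreated H3K18ac libraries (0.416 and 0.472) than to its own replicate. Replicate 2 had 0.310 and 0.358 with these untreated libraries. The treatment of replicate 1 is therefore in doubt as well as its mark, and no test addressed the treatment.

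H4K12ac NaBu replicate 2 had 11680 regions against 88658 in replicate 1. Its Jaccard index with replicate 1 at equal numbers was 0.325, and the highest with another group was 0.359 (H3K18bu replicate 1). The criterion set for a library of another group was met, but H4K12bu replicates behaved alike, with 0.303 between them against 0.358 and 0.311 with H4K12ac NaBu replicate 2. Whether this is a library of another group or a weak library of its own group cannot be told apart.

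Region numbers of the 8 immunoprecipitated NaBu libraries rose with the factor by which pileups had been scaled to the shallow background of the NaBu lists. Pearson r was 0.883 (two-sided exact permutation p 0.00379) and Spearman rho 0.714 (exact permutation p 0.0576), for 1 relation computed. Without the 2 libraries farthest from the median the values fell to r 0.772 (exact p 0.0847) and rho 0.371 (exact p 0.497). Libraries of the same group are not independent of each other, and the relation rests mainly on replicate 1 of both acetyl groups. Scaling and abundance of the mark cannot be told apart here.

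The low butyryl shares of one-sided regions came with short lists. With equal numbers, the H3K18bu share was 29.4% (95% interval 28.2% to 30.6%, with 22059 regions per library), farther from 50% than either crossed split (46.4% and 63.9%), which argues against list length alone. The H4K12bu share was 41.1% with an upper limit of 43.96%, and its interval covers counting error only, so that it does not decide for the butyryl groups together. The tests of each group by itself were added after this joint result had been seen. For H4K12bu by itself, 1 of the crossed splits lay farther from 50% (47.5% and 74.1%), and list length and mark cannot be told apart. No biological explanation was tested beyond the mark itself.

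Wider regions in the propionyl lists came with longer shortest regions, taken here to reflect the fragment length that the caller used. Divided by the shortest region of its list, the median width of propionyl libraries differed from that of acetyl libraries by −0.0213 on average (−0.142 for H3K18 and 0.0998 for H4K12). The sites went opposite ways, so this mean decides nothing, and for all regions minimum length and mark cannot be told apart. The strongest regions are another matter. With equal numbers, the propionyl medians were wider by at least 595.5 bp, more than the difference between the shortest regions, which argues against the minimum length as the explanation there. Propionyl libraries were a batch of their own, so that mark and batch cannot be told apart.

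Among 14 tests of whether acyl minus acetyl differences varied with treatment or histone site, 4 had an exact p under 0.05 and 0 an adjusted p under 0.05 (lowest 0.144). With equal numbers, the NaPr minus NaBu difference in median width was 1135 bp (exact p 0.00154, the smallest possible p, adjusted 0.0216), against 183.5 bp with all regions (exact p 0.0540, adjusted 0.151) and 99.75 bp with q under 0.05 (exact p 0.398, adjusted 0.730). It was the only one of these tests to pass an adjusted p of 0.05 in any of the 3 settings. The H3K18 minus H4K12 difference in promoter share was −22.4 points with equal numbers (exact p 0.0278, adjusted 0.0972) and −4.57 with all regions (exact p 0.420). Also with equal numbers, the NaPr minus NaBu difference was −0.68 log2 for AP-1 (exact p 0.0170, adjusted 0.0864) and 0.84 for KLF (exact p 0.0386, adjusted 0.108), and the H3K18 minus H4K12 difference in GC share was −8.18 points (exact p 0.0185, adjusted 0.0864). Each was larger than with all regions (−0.47, 0.56 and −5.38), which argues against list length alone. With q under 0.05 the KLF and GC differences were 0.80 (exact p 0.00772) and −5.44 points (exact p 0.0278), while the AP-1 difference shrank to −0.15 (exact p 0.503), so that AP-1 depended on which regions were taken and the reason stays open. For GC share between NaPr and NaBu the difference grew from 4.87 to 6.36 points while its exact p rose from 0.0494 to 0.0864, and with q under 0.05 it was 5.25 points (exact p 0.0340). The value at equal numbers met the criterion set for list length, but a difference that grows is not what shorter lists would give, and list length and a difference between treatments cannot be told apart. All contrasts of NaPr with NaBu coincide with batch.

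PCAT1 held many regions in the inputs as well as in the butyryl libraries. The NaPr and NaBu inputs held more there than in 89.9% and 99.7% of 3559 windows of the same length, and the untreated input more than in 79.0%. More DNA copies than in the reference had support from the NaBu input and fell short of the 95% chosen in the NaPr and untreated inputs, so that extra copies and local enrichment cannot be told apart. Relative to its mean over windows, H3K18bu held 4.21 and 9.36 times as many regions there, H4K12bu 5.56 and 5.25 times and the NaBu, NaPr and untreated inputs 2.80, 1.79 and 1.88 times. H3K18ac in NaBu held 1.26 and 1.84 times and H4K12ac in NaBu 1.49 and 3.98 times. Propionyl libraries held 0.497 to 1.23 times, untreated acetyl libraries 0.513 to 0.840 times and NaPr acetyl libraries 0.599 to 1.58 times. Copies would be the same in all of these cells, but calling against input removes an unknown part of their effect.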
